A study of Mus musculus with 230 samples.

How the data were processed

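The series holds 230 samples of mouse dorsal root ganglion (DRG) sensory neurons from C57BL/6 X CAST/Ei crosses at several ages. Each is labelled injured, after sciatic nerve injury, or intact. The names of intact RNA samples carry the letter L (or l) where those of injured ones carry R (or r). The condition labels do not say whether intact neurons came from separate animals. Per the labels, L4 and L5 ganglia were dissociated and neurons were picked by hand. Each cytoplasm went to SMART-seq2 RNA libraries and each nucleus to bisulfite libraries, sequenced as 150 bp read pairs. Of the 230 samples, 136 are RNA samples and 94 are methylation samples. The methylation samples are not analysed here. The 136 RNA samples carry 87 distinct names, because some libraries were deposited more than once under 1 name. There are 18 low-input libraries, 3 each for injured and intact neurons at 1, 8 and 12 months, and 69 single cells. The low-input group named 12 months has an age of 1 year in part of its labels and is called 12 months throughout. The single-cell groups are 21 injured and 18 intact cells at 1 month, and 22 injured and 8 intact cells at 1 year.

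The deposited table holds raw fragment counts per gene with no normalization, in 87 count columns, 1 per name. Per the file headers, the counts were made with featureCounts 1.5.2 in paired-end mode, unstranded, over exons summed by gene name. The annotation was GENCODE vM16, built on GRCm38, with ERCC spike-in sequences added. Reads that map to more than 1 place were not counted. The aligner is not stated. The deposited table also gives 1 column of summed exon lengths in bp (unit: other), used here only to describe a feature. The command in the header names 1 merged alignment per name, so repeat runs could not be separated. Of 53370 features, 92 were spike-ins and 53278 were genes; 0 features named no gene and 0 columns of values were left unused. Gene names were used as the table gives them. Of the 53278 names, 49721 (93.3%) were found in the table of mouse gene names. RefSeq annotation of GRCm38.p6 held 36549 of the symbols on 1 chromosome, and 99.9% of these overlapped the RefSeq gene. Chromosome, start and end are from the deposited table and refer to GRCm38. Because counting was unstranded and used unique reads, values of pseudogenes, of their parent genes and of overlapping or antisense genes are uncertain.

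The low-input libraries were fitted with edgeR 4.0.16 in R 4.3.3. Spike-ins were removed, genes were filtered with filterByExpr, libraries were scaled with TMM, and a robust quasi-likelihood model with 1 mean for each of the 6 groups was fitted to all 18 libraries. The filter left 14212 genes, the common biological coefficient of variation was 0.543, and 12 residual degrees of freedom remained. The contrasts were injury against intact averaged over the 3 ages with equal weights, injury against intact at each age, each pair of ages within intact and within injured neurons, and injury by age interactions (a joint F test with 2 degrees of freedom and 2 single contrasts against 1 month). A gene was called at a Benjamini-Hochberg adjusted p below 0.05 within its contrast. CPM values are normalised to the TMM-scaled library size, given as mean ± SD over libraries, and log2 values are edgeR fold changes ± SE, so they carry edgeR's prior count and are not bounds for genes with few counts. Where a group had no counts, a fold is given against a floor of 3 counts over the group; where it had 1 to 3 counts, the ratio of counts is given with its exact 95% interval. Intervals and floors cover counting error only, because PCR copies are not independent molecules. Tests are two-sided. Measures per library were compared by exact permutation of the condition within ages (8000 arrangements for 9 against 9 libraries) and adjusted over 4 measures by Benjamini-Hochberg; 3 against 3 libraries cannot give a p below 0.1. Libraries with the same replicate number were checked for pairing by the correlation of their deviations from the group means over 2591 genes. At 1 month it was 0.227, 0.235 and 0.495 for the 3 numbers, so these numbers were taken to pair the injured and intact libraries of that age, and the value with a block is given there. The pairing rests on these correlations alone.

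Gene lists for nerve injury, DNA methylation enzymes and readers, general neuronal genes, neuron subtypes (NF, neurofilament; NP, non-peptidergic; PEP, peptidergic; TH, tyrosine hydroxylase), satellite glia, Schwann cells and immune cells were tested in the averaged injury contrast with camera at a preset inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation (limma 3.58.1). Adjusted p-values are over the 10 lists. A further list held Y-linked genes and Xist.

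Single cells name no animal, so each group counts as 1 sample and no test between groups was made. Counts were pooled over the cells of a group and given as CPM with exact 95% Poisson intervals; shares of cells have exact Clopper-Pearson 95% intervals. The denominator leaves out the feature with the most counts, a choice made after its share was seen. The median log2 ratio of a list (pseudocount 1 CPM) was set beside 10000 random lists of equal size and similar expression. Shares of cells with a count were also computed after thinning each cell to 50000 counts at random, and cells below that depth were left out.

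The genes named in the text followed a fixed rule. For the averaged injury effect these are the 5 higher and 5 lower genes with the largest log2 change among calls with a mean of at least 10 CPM in the higher condition and no overlap between conditions within any of the 3 ages. Every other contrast has the 3 higher and 3 lower calls with the largest change, at least 10 CPM in the higher group and no overlap (no overlap condition for interactions). For single cells the rule takes the 5 higher and 5 lower genes with the largest pooled fold (the smaller of both ages) with at least 50 pooled CPM and a count in at least 50% of cells in the higher group at both ages. Predicted, unnamed and mitochondrial loci were not named, and genes of the injury, DNA methylation and sex-linked lists could be named. Values of 2 glial genes, 1 of which was among the marked differences between cells, are not reported here. The dominant feature and the genes of other lists named below were chosen after their values were seen. The groups, contrasts, lists, naming rule and most alternatives were fixed before the data were examined.

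The alternatives fixed beforehand were DESeq2 size factors (edgeR RLE), ERCC totals as scaling, DESeq2 1.42.0, limma-voom, no filter beyond 1 count, a filter of 5 CPM in 3 libraries, a replicate block, a fit of only the groups compared, and leaving out each library in turn. For lists, fry and an estimated correlation were added. For cells, the alternatives were the mean over cells and a filter of 100000 counts and 2000 genes per cell. Chosen after seeing the data were removal of the dominant feature, its share (logit) as a covariate, limma-voom with sample quality weights, and all endogenous counts as the single-cell denominator. The fit was tested on simulated counts with 200 changed genes: the averaged contrast called 179 of them (89.5%) and 17 unchanged genes of 13759 tested. With a change at 12 months only, the 12-month interaction called 48 of 200 (24.0%). Changes were planted only in genes averaging above 5 CPM. They were larger than those of the lower genes named for the averaged effect. Simulated counts had the fitted spread and no change of composition between conditions. The shares recovered therefore do not apply to smaller changes or weakly expressed genes. In the single-cell procedure, a planted log2 ratio of 2.00 was found as 1.91. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.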

Results

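RNA was measured in dorsal root ganglion sensory neurons labelled injured, after sciatic nerve injury, or intact, in 18 low-input libraries and 69 single cells. The low-input libraries formed 6 groups of 3, injured and intact at 1, 8 and 12 months. They held 7531967 to 19443627 endogenous fragment counts each (median 10890400) and detected 10778 to 20128 genes. The single cells formed 4 groups, with 21 injured and 18 intact cells at 1 month and 22 injured and 8 intact cells at 1 year. A cell held 0 to 26743965 endogenous counts (median 6312450), and 1 of the injured 1-year cells held no counts. Spike-in use differed between the cell groups, with mean ERCC counts of 5212280 and 8455720 per injured and intact cell at 1 month and of 15.9 and 24.4 at 1 year.

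A single feature, CT010467.1 (GRCm38, chromosome 17, 39846353 to 39848827, minus strand, 2466 bp of exon), took 29.4% to 93.8% of the endogenous counts of a low-input library and 14.4% to 99.5% of those of a cell. Its share was compared between conditions to see how far library composition followed the injury. It was 40% ± 8.75 (SD, n = 9) in injured and 63.4% ± 17.6 (n = 9) in intact libraries (exact permutation test within ages, p = 0.00025, adjusted p = 0.001). The difference was present at each age, with means of 37.2% and 43.6% in injured and intact libraries at 1 month, 48.9% and 67% at 8 months, and 33.9% and 79.6% at 12 months. Each of these had p = 0.1 in an exact permutation test, the smallest that 3 against 3 libraries allow. ERCC spike-ins made up 3.20% ± 3.28 of all counts in injured and 12.7% ± 8.85 in intact libraries (n = 9 each, exact permutation p = 0.00325, adjusted p = 0.00433). Injured libraries detected 18131 ± 1268 genes and intact libraries 14755 ± 2442 (n = 9 each, exact permutation p = 0.00175, adjusted p = 0.0035). Counts outside the dominant feature did not differ by more than the spread between libraries over all ages (5767700 against 4888910, n = 9 each, exact permutation p = 0.374, adjusted p = 0.374). The difference changed direction with age. It was 5771660 against 8047130 at 1 month, 5382150 against 4178490 at 8 months and 6149280 against 2441120 at 12 months (n = 3 each, exact permutation p = 0.4, 0.2 and 0.1). The second intact replicate at 12 months stood apart. In it 93.8% of the counts fell on the dominant feature, 770328 counts remained, and 40.5% of those were mitochondrial. Its Spearman correlations across genes with both other replicates were 0.717 and 0.663, against 0.795 to 0.971 for all other pairs of replicates.

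**Figure D1:**
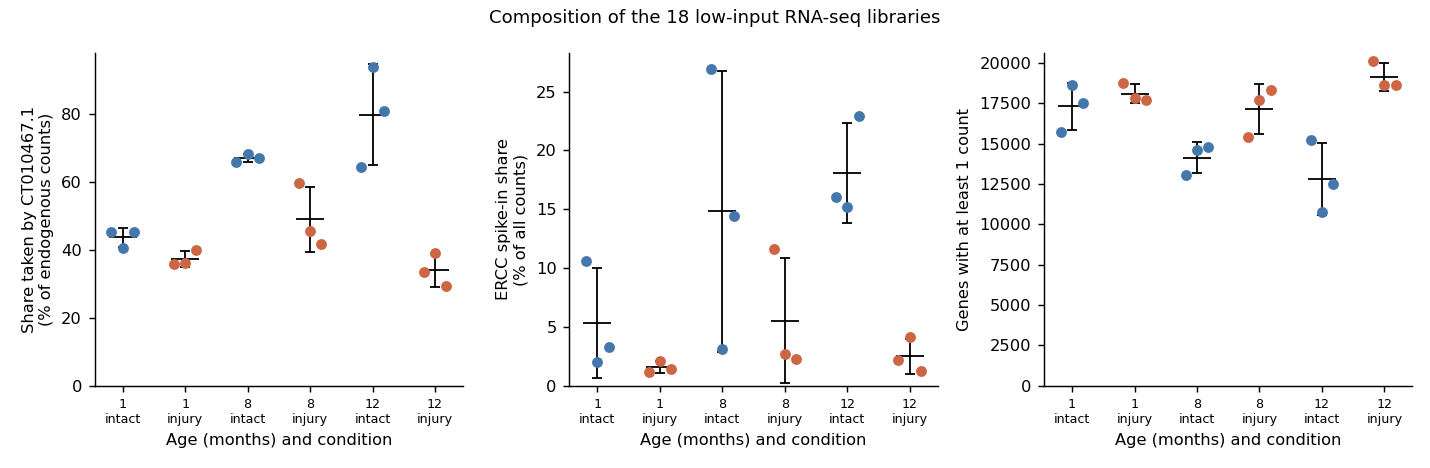
Composition of the 18 low-input libraries: share of endogenous counts on CT010467.1 (%), ERCC share of all counts (%) and genes with at least 1 count, against age in months and condition. Points are libraries (blue intact, orange injured), horizontal bars are means and whiskers are SDs over 3 libraries; the highest CT010467.1 share is the 93.8% of a 12-month intact library.

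The effect of the injury averaged over ages asks which transcripts change in injured neurons whatever the age. Of 14212 genes tested with edgeR, 878 were called at an adjusted p below 0.05, 726 higher and 152 lower in injured neurons, and 2880 had an unadjusted p below 0.05. Of all genes tested, 1.95% had no overlap between conditions within any of the 3 ages (260 higher and 17 lower), where chance gives 0.025%. Among the calls these were 243 higher and 14 lower genes. The alternative that moved the count most was scaling to ERCC totals, which called 13493 genes, all of them higher (100%), after a shift of the median of all genes by 2.90 on the log2 scale. The relative levels below assume TMM scaling. Without the second intact replicate at 12 months 1462 genes were called, without the first injured replicate at 1 month 578, and without the second injured replicate at 12 months 561. With the share of the dominant feature as a covariate 233 genes were called. Fewer genes than in the main fit were also called with the replicate number as a block, which pairs the 1-month libraries. That count is given with the other alternatives below.

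The largest increase among calls without overlap was in Sprr1a (chromosome 3, 92483952 to 92485895), at 510.2 ± 313 CPM (SD, n = 9) in injured and 0.212 ± 0.266 CPM (n = 9) in intact libraries, a log2 change of 11.39 ± 0.69 (SE) with an adjusted p of 4.735e-08. Nts (chromosome 10, 102481756 to 102490486) followed at 196.5 ± 80.2 against 0.151 ± 0.195 CPM (log2 change 10.10, adjusted p 3.516e-08). Gal (chromosome 19, 3409919 to 3414472) was at 344.1 ± 249 against 1.71 ± 3.45 CPM (log2 change 9.87, adjusted p 2.8e-05), and Npy (chromosome 6, 49822710 to 49829507) at 565.4 ± 229 against 0.917 ± 1.22 CPM (log2 change 9.69, adjusted p 3.182e-06). Ucn (chromosome 5, 31138063 to 31138829) rose to 23.1 ± 11.8 from 0.0379 ± 0.0755 CPM (log2 change 9.46, adjusted p 5.559e-07). The largest decrease was in Rph3a (chromosome 5, 120940499 to 121010092), at 108.0 ± 33.5 CPM in injured and 301.3 ± 150.1 CPM in intact libraries, a log2 change of -1.48 ± 0.25 with an adjusted p of 0.00177. Eci1 (chromosome 17, 24426683 to 24439316), Dbndd1 (chromosome 8, 123504718 to 123515463), Patj (chromosome 4, 98395785 to 98719603) and Ndufa2 (chromosome 18, 36742332 to 36744557) changed by -1.16, -1.15, -1.08 and -0.96, with adjusted p-values of 0.0016, 0.00275, 0.00875 and 0.000873. All 5 lower genes were higher in injured neurons under ERCC scaling, with log2 changes of 1.498 (Eci1) to 1.99 (Ndufa2), so their decrease is relative to the other genes.

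**Figure D2:**
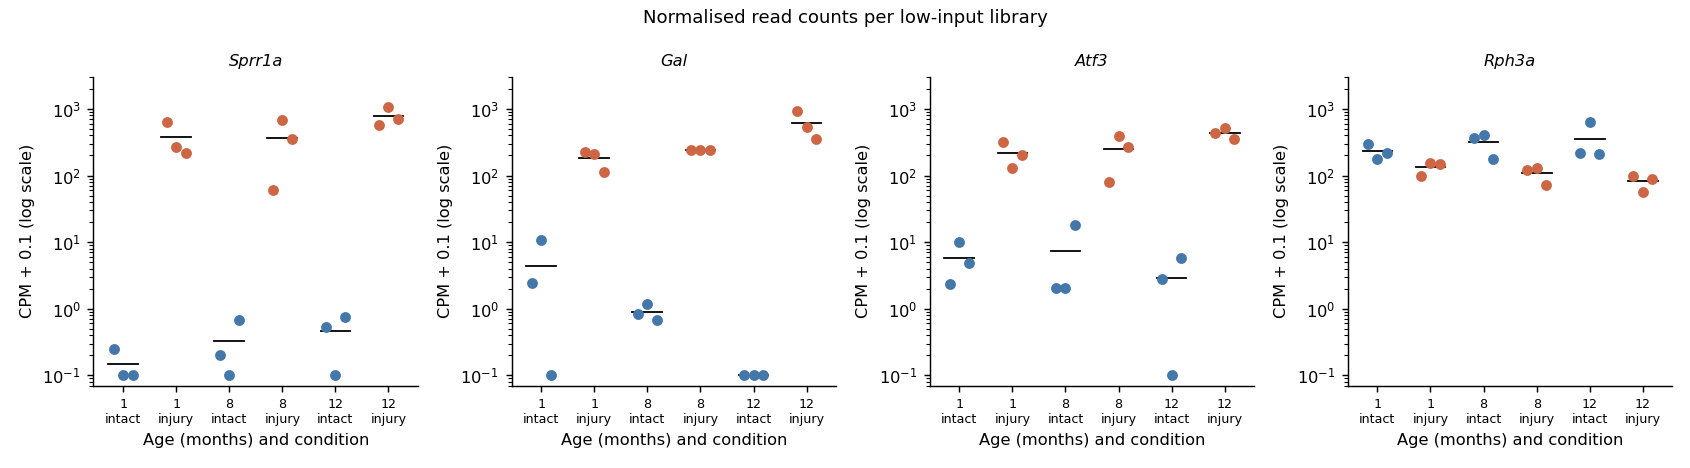
Normalised counts of Sprr1a, Gal, Atf3 and Rph3a in each low-input library (CPM + 0.1, log axis) against age in months and condition; points are libraries (blue intact, orange injured) and bars are means of 3 libraries. Injured libraries lie above intact ones at each age for Sprr1a, Gal and Atf3, and below them for Rph3a, a decrease that reverses under ERCC scaling.

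At single ages the same comparison asks whether the response is present in young, middle-aged and old animals. With 3 against 3 libraries edgeR called 33 genes at 1 month (all higher, 640 at an unadjusted p below 0.05), 136 at 8 months (130 higher and 6 lower) and 425 at 12 months (311 higher and 114 lower). The counts depended on single libraries. Leaving out 1 library at a time gave 6 to 47 genes at 1 month (6 without the first intact replicate of that age). It gave 27 to 236 at 8 months (27 without the second and 236 without the first injured replicate of that age) and 74 to 1036 at 12 months (74 without the second injured and 1036 without the second intact replicate of that age). Of these calls, 24 were shared in direction by 1 and 8 months, 31 by 1 and 12 months, and 58 by 8 and 12 months, and 23 genes were called higher at all 3 ages, among them Atf3, Cacna2d1, Ecel1, Flrt3, Npy, Nts and Sprr1a. These counts are from the fit without a block. With the block given below 5 genes were called at 1 month, so at most 5 of the 23 pass at all ages with it. The log2 changes of all genes tested had a Pearson correlation across genes, which are not independent replicates, of 0.433 between 1 and 8 months, 0.511 between 1 and 12 months and 0.359 between 8 and 12 months.

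At 1 month Sprr1a was at 377.1 ± 233 CPM in injured libraries (n = 3) against 2 counts in the intact ones, a ratio of 11900 with a counting interval of 3310 to 98600 (edgeR adjusted p 9.763e-05). Nts rose by 11.19 and Npy by 9.85 on the log2 scale (adjusted p 9.763e-05 and 0.00332). With the replicate number as a block 5 genes were called at 1 month, Sprr1a and Nts among them, and Npy was not (10.63, adjusted p 0.0585, range over alternatives 1.824e-59 to 0.0585). At 8 months no count of Ifit1 (chromosome 19, 34640871 to 34650009), Ecel1 (chromosome 1, 87147655 to 87156521) or Pappa2 (chromosome 1, 158711727 to 158980490) was seen in intact libraries. Against a floor of 3 counts over the group they were at least 740-fold, 210-fold and 185-fold higher, at 71.3 ± 82.7, 20.2 ± 2.00 and 17.8 ± 15.5 CPM (adjusted p 0.0319, 0.0088 and 0.014), and the Ifit1 mean rested on 1 library with 166.1 CPM. Over 29 alternatives Ifit1 lost its call in 12, Ecel1 in 2 and Pappa2 in 4. Prdm12 (chromosome 2, 31640037 to 31655795) was at 12.9 ± 8.52 CPM in injured and 283.6 ± 182 CPM in intact libraries at 8 months (log2 change -4.46, adjusted p 0.0096), while Kcng2 and Lurap1l changed by -3.26 and -1.89 (adjusted p 0.0358 and 0.034) and lost their calls in 16 of 28 and 17 of 29 alternatives. At 12 months Gal, Fst (chromosome 13, 114452262 to 114458949) and Trp53i11 (chromosome 2, 93187548 to 93201759) had no count in intact libraries and were at least 3400-fold, 218-fold and 148-fold higher, at 605.3 ± 295, 38.8 ± 14.8 and 26.4 ± 14.9 CPM (adjusted p 0.00247, 0.017 and 0.0376). Trp53i11 lost its call in 14 of 29 alternatives, Fst in 4 and Gal in 2. Lars2 (chromosome 9, 123366927 to 123462666) was at 1481 ± 401 CPM in injured libraries (log2 change -6.67, adjusted p 0.0249). It was at 438900 CPM in the second intact replicate, against 6824 and 7514 CPM in the others. TMM scaling gave that replicate an effective size of 553669, where its tested genes held 12481366 counts. Its CPM values are thus raised by the scaling and are not shares of its counts. Mir6236 (-6.34, adjusted p 0.0189) reached 4956 CPM in that same replicate and Rn7s2 (-5.07, adjusted p 0.0132) 28.9 CPM. All 3 were higher in injured neurons under ERCC scaling (1.29, 1.36 and 1.05), and Lars2 and Mir6236 also with the covariate (1.59 and 1.31). Without the second intact replicate the changes were -2.27, -2.61 and -4.15, and Lars2 was not called (adjusted p 0.0806, range over alternatives 1.856e-31 to 0.628).

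Age contrasts within a condition ask what changes as the animals get older. In intact neurons edgeR called 131 genes between 8 and 1 month (47 higher and 84 lower), 35 between 12 and 1 month (19 higher and 16 lower) and 951 between 12 and 8 months (394 higher and 557 lower). In injured neurons the counts were 32 (22 higher and 10 lower), 16 (12 higher and 4 lower) and 9 (5 higher and 4 lower). Alternatives moved these to as many as 12776 calls between 12 and 1 month in intact neurons (ERCC scaling) and 980 in injured neurons (limma-voom with quality weights). Without the second intact replicate at 12 months the intact counts were 407 between 8 and 1 month and 2110 between 12 and 8 months. Between 12 and 1 month, 214 genes were called in intact neurons without the first intact replicate at 12 months and 15 without the first intact replicate at 1 month. Fitting only the 6 libraries compared called 0 genes between 12 and 8 months in intact neurons, where DESeq2 on all libraries called 2247 and limma-voom 912. Directions below hold under TMM and RLE scaling. Under ERCC scaling the 12-month increases of Rn7s2, Svip and Eno1b in intact neurons changed to -0.05, -3.14 and -2.36.

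Between 8 and 1 month in intact neurons, Cyp1b1 (log2 change 5.17, 33 ± 34.9 against 0.873 ± 0.465 CPM, adjusted p 0.0175), Prdm12 (3.43, adjusted p 0.0294) and Kcng2 (3.18, adjusted p 0.039) were higher. Baiap2l1, Tmem108 and Cnr1 had no count at 8 months and were at least 240-fold, 149-fold and 122-fold lower than at 1 month (adjusted p 0.0128, 0.0127 and 0.0377). Between 12 and 1 month Rn7s2 (5.05), Svip (1.87) and Eno1b (1.78) were higher, and Kcna6 (-2.82), Adgrg1 (-1.94) and Slc44a2 (-1.65) were lower, with adjusted p-values from 0.0114 (Eno1b) to 0.0408. Over alternatives Svip and Kcna6 each lost their call in 18 of 28, Slc44a2 in 16 of 28 and Rn7s2 in 14 of 27. Of the genes named between 8 and 1 month, Cnr1 lost it in 16 of 28 and Kcng2 in 16 of 27. Between 12 and 8 months Baiap2l1, Ighm and Tmem108 were at least 271-fold, 131-fold and 121-fold higher (adjusted p 0.00708, 0.0151 and 0.00872). Itga11 and Itm2a, with no count at 12 months, were at least 61.4-fold and 57.3-fold lower (adjusted p 0.0417 and 0.0192), and Itga11 lost its call in 14 of 27 alternatives. Celsr1 had 1 count at 12 months and a ratio of 0.00313 (counting interval 7.92e-05 to 0.0175, edgeR adjusted p 0.0237).

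In injured neurons Mx2 (chromosome 16, 97535308 to 97560900) was at 89.1 ± 54.4 CPM at 8 months and 6.07 ± 1.05 CPM at 1 month (log2 change 3.87, edgeR adjusted p 0.0025, n = 3 each), and Eno1b (2.51, adjusted p 0.000222) and Ip6k2 (2.32, adjusted p 0.00117) were also higher. Rps6-ps4 (chromosome 2, 75191073 to 75191822), at 0.400 ± 0.226 against 31.2 ± 4.02 CPM, changed by -6.30 (adjusted p 1.387e-05), Pgam1-ps2 by -3.63 (adjusted p 0.00257) and Cd59a by -3.44 (adjusted p 0.000222). Between 12 and 1 month Eno1b (2.19) and Ip6k2 (1.89) were higher and Gnas (-1.72) lower, with adjusted p-values of 0.0012, 0.0112 and 0.0105, and Ddx3y (chromosome Y, 1260771 to 1286629) was at least 206-fold lower (adjusted p 0.000504). Between 12 and 8 months Rps6-ps4 (5.87, adjusted p 6.572e-05) and Cd59a (2.74, adjusted p 0.00397) were higher. Of the 6 Y-chromosome genes tested, 3 or 4 were called in each contrast of 12 months with another age and 0 between 8 and 1 month (edgeR). All 12 libraries of 1 and 8 months had counts of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d as a sum and no Xist count, while all 6 libraries of 12 months had 0 Y-linked counts and 5 of them had Xist counts. Of the 32 genes called between 8 and 1 month in injured neurons, 27 were also called in the same direction in intact neurons, where 0.295 would be shared by chance, and 76.7% of those with a gene type were not protein coding, against 7.10% of genes tested. Of these 27, 25 had a 12-month mean between those of 1 and 8 months.

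**Figure D3:**
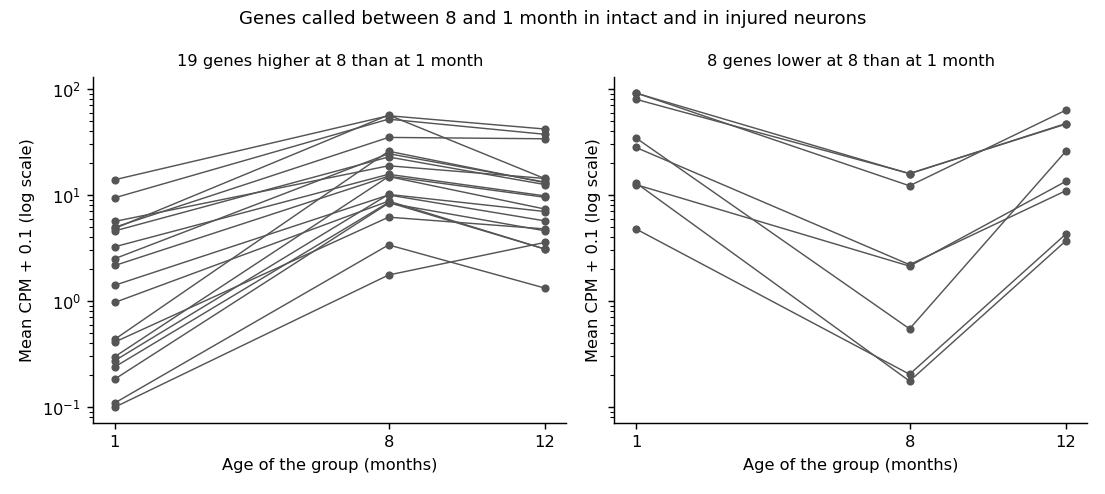
Mean normalised count (CPM + 0.1, log axis) against age in months for the 27 genes called between 8 and 1 month in both conditions, 19 higher (left) and 8 lower (right) at 8 months; each line is a gene and each point the mean of 6 low-input libraries. For 25 genes the 12-month mean lies between those of 1 and 8 months.

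The interaction asks whether the injury effect differs between ages. The joint test with edgeR called 0 genes, with 1161 at an unadjusted p below 0.05, while DESeq2 called 207 and limma-voom 0. Dropping the expression filter moved it most, to 385 calls. For 12 against 1 month edgeR called 0 genes (837 at an unadjusted p below 0.05, DESeq2 33, limma-voom 0). For 8 against 1 month it called 1 gene (714 at an unadjusted p below 0.05, DESeq2 45, limma-voom 0). Without the first intact replicate at 12 months the joint test called 20 genes and the 12-month interaction 51, and without the first injured replicate at 8 months the 8-month interaction called 10. The 1 gene was Tspan8 (chromosome 10, 115816832 to 115849893), with an interaction of 6.77 ± 0.98 on the log2 scale and an adjusted p of 0.0323. Tspan8 was at 52.6 ± 4.32 CPM in intact and 19.5 ± 8.33 CPM in injured libraries at 1 month (n = 3 each). It was at 0.768 ± 0.881 and 30.8 ± 20.7 CPM at 8 months, and at 56.3 ± 17.6 and 28 ± 10.8 CPM at 12 months (n = 3 each). Its adjusted p ranged from 1.288e-19 to 0.472 over 28 alternatives and was above 0.05 in 16 of them.

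Lists of genes ask whether known injury genes, DNA methylation genes and cell type markers moved as sets in the averaged injury effect. Of 26 nerve injury genes, 23 were tested and all 23 were higher in injured neurons, with a median log2 change of 3.53 (also with zero-count genes at their floor) and a mean of 4.82. Over all genes 21 of them were called, and 23 were called adjusted over the list alone; Gap43 (1.83, adjusted p 0.139) and Stat3 (0.42, adjusted p 0.154) were not called over all genes. Among the called genes, Jun (1.21, adjusted p 0.0419) lost its call in 18 of 28 alternatives and Nfil3 in 9 of 28. The camera adjusted p was 1.27e-34. Of 20 DNA methylation genes, 17 were tested (12 higher and 5 lower, median 0.41, mean 0.40, camera adjusted p 0.154). Tet3 (1.33, adjusted p 0.00452), Gadd45g (1.40, adjusted p 0.00337) and Zbtb38 (0.87, adjusted p 0.00217) were called, and Dnmt1 (1.07, adjusted p 0.0903) made a count of 4 adjusted over the list alone. All 10 satellite glia genes were higher (median 1.16, camera adjusted p 0.0129), with 1 called (Ptprz1) and 2 adjusted over the list alone. Without the first intact replicate at 12 months its adjusted p was 0.108, and over all leave-outs it ranged from 0.000535 to 0.108. The adjusted p of the other lists was 0.302 for Schwann cells (median -1.56), 0.304 for immune cells (1.14, 3 of 12 genes tested), 0.304 for NP (-1.23), 0.507 for general neuronal genes (-0.15) and NF (-0.19), 0.548 for TH (-0.12) and 0.97 for PEP (0.57). The camera adjusted p of 3 lists fell below 0.05 without 1 library. They were DNA methylation genes without the first intact replicate at 8 months (0.0373) or the second intact replicate at 12 months (0.023), NP without the first intact replicate at 8 months (0.0313), and immune cells. For immune cells this was without the third injured replicate at 1 month (0.0446) or the second intact replicate at 12 months (0.0373). Adjusted over the list alone, 1 immune and 1 Schwann gene were called, and 0 over all genes, while 3 neuronal genes were called both ways (Tubb3 and Stmn2 higher, Rbfox3 lower) and 0 NF, NP, PEP and TH genes. For PEP the median and mean (0.48) were positive and camera pointed down. For neuronal genes, NF and TH, median, mean (-0.03, -0.10 and -0.20) and camera were negative and fry pointed up. Of the camera calls, the injury list held under fry (adjusted p 5.86e-12) and an estimated correlation (7.65e-06). Satellite glia held under fry (0.0168) and not under an estimated correlation (0.526), and DNA methylation genes passed under fry only (1.71e-05). Relative to the median of all genes, the injury list was 3.64 and satellite glia 1.72 higher under ERCC scaling, and every list kept its sign except NF, which changed from -0.22 to 0.21. With the share of the dominant feature as a covariate, neuronal genes, NF, PEP and Schwann cells changed sign.

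Single cells ask whether the same changes are seen cell by cell at 1 month and 1 year. Each group is 1 sample without replicates, so no test was made. The pools held 51711962 counts outside the dominant feature in injured and 36333561 in intact cells at 1 month, and 92043694 and 56281619 at 1 year; the largest cell gave 16.5% to 24.9% of a pool. The median log2 ratio of the 26 injury genes was 1.80 at 1 month (25 higher), where random lists of similar expression gave -0.23 to 0.18, and 0.38 at 1 year (18 higher and 7 lower), where they gave -0.17 to 0.20. The mean over cells in place of the pool moved these most at 1 year, to 0.50 (1.68 at 1 month). Of 876 genes called in the averaged low-input contrast, 674 (76.9%, exact binomial 95% interval 74 to 79.7%) had the same sign in cells at 1 month, where random lists gave a median of 45%, and 561 (64%, 60.8 to 67.2%) at 1 year, where they gave 52.3%. With the mean over cells the 1-year share was 51.5%, where random lists gave a median of 48.5% and an upper limit of 51.7%. The 1-year share was thus not beyond random lists in that setting. At 1 month and 1 year the medians of the other lists were 0.01 and 0.03 for DNA methylation genes, -0.02 and 0.06 for neuronal genes, -0.95 and -0.26 for NF, 0.38 and 2.13 for NP, -0.86 and 0.02 for PEP, 0.03 and 0.02 for TH, -1.84 and 1.41 for satellite glia, -0.24 and 1.19 for Schwann cells, and -0.51 and -0.03 for immune cells. Outside their random lists at 1 month were NF (-0.40 to 0.37), NP (-0.44 to 0.37) and PEP (-0.50 to 0.46). So were satellite glia (-0.50 to 0.37) and immune cells (-0.22 to 0.19). At 1 year NF (-0.25 to 0.27) and NP (-0.32 to 0.38) lay outside. So did satellite glia (-0.31 to 0.32) and Schwann cells (-0.39 to 0.45). A shift beyond random lists was therefore not particular to the injury list.

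Flrt3 was at 220.3 CPM (counting interval 216.3 to 224.4) in injured and 21.3 CPM (19.9 to 22.9) in intact cells at 1 month and at 103.5 and 18.7 CPM at 1 year, 10.3-fold and 5.54-fold higher. Carhsp1 was 3.90-fold and 5.06-fold higher, Abca1 3.63-fold and 4.25-fold, Alkal2 3.55-fold and 4.74-fold, and Gpm6a 2.62-fold and 2.54-fold. Pvalb was at 30.8 CPM (29.4 to 32.4) in injured and 310.5 CPM (304.8 to 316.3) in intact cells at 1 month, 10.1-fold lower, and 6.26-fold lower at 1 year. S1pr3 was 16.1-fold and 4.33-fold lower, Kcnc1 7.36-fold and 4.18-fold, Sptb 7.31-fold and 6.55-fold, and Sept4 5.04-fold and 3.93-fold. Pvalb belongs to the NF list, whose median was -0.95 at 1 month and -0.26 at 1 year. In the low-input libraries Pvalb was not called for the averaged effect (log2 change -1.59, edgeR adjusted p 0.439). Cells were not matched by neuron subtype, so a different mix of subtypes between groups is not excluded for these folds. With the mean over cells Pvalb and S1pr3 were higher in injured cells at 1 month (log2 ratio 1.58 and 0.53). Injured cells at that age reached 14940 CPM of Pvalb and 1236 CPM of S1pr3. In the pooled counts, injured cell 1 held 78.4% of the Pvalb counts of its group, and injured cell 16 held 52.4% of the S1pr3 counts. Cell 1, with 713836 counts outside the dominant feature, could not reach 14940 CPM even with all 1595 Pvalb counts of its group. Without it 344 Pvalb counts remained. Only injured cells 17, 19 and 21, with 15071, 8369 and 4945 counts outside the dominant feature, were small enough for 14940 CPM. The mean over cells gives such a cell the weight of any other. Whether the reversals hold without single cells was not tested. At 1 year 1 intact cell (cell 3) held 90.1% of the Pvalb and 80.6% of the Kcnc1 counts of intact cells. Without it Pvalb was 1.35-fold higher in injured cells (39.4 against 29.2 CPM) and Kcnc1 1.03-fold higher (32.5 against 31.6 CPM), so neither decrease at 1 year holds without that cell. For the other 8 genes the direction held at both ages without the injured or the intact cell with most counts of the gene, with folds down to 1.49 (Alkal2, 1 month, without injured cell 10) and 1.93 (Sptb, 1 month, without intact cell 10). At 1 year intact cell 5 held 97.3% of the Gpm6a counts of intact cells, and without it the fold was 79.2.

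Sprr1a was at 1853 CPM (1841 to 1865) in injured and 0.908 CPM (0.625 to 1.28) in intact cells at 1 month, and at 5.40 CPM (4.94 to 5.90) and 0.178 CPM (0.0852 to 0.327) at 1 year. A single injured cell at 1 year (cell 15, 1554 CPM) held 58.6% of the Sprr1a counts, and without it the others were at 2.24 CPM. Intact cell 7 at 1 month (304 CPM) held 87.9%, and without it the others had 4 counts. Atf3 was at 805.2 and 72.4 CPM at 1 month and at 80.6 and 62.5 CPM at 1 year, where injured cells were at 42.5 CPM, under the intact ones, without cell 7. Any Sprr1a count was seen in 13 of 21 injured (61.9%) and 4 of 18 intact cells (22.2%) at 1 month, and in 8 of 22 injured (36.4%) and 5 of 8 intact cells (62.5%) at 1 year. At an equal depth of 50000 counts, Sprr1a was seen in 9 of 18 injured cells (50%, exact interval 26 to 74%) and 1 of 13 intact cells at 1 month, and in 2 of 18 injured (11.1%, 1.38 to 34.7%) and 0 of 8 intact cells at 1 year (0 to 36.9%). Of the injured cells at 1 month, the 13 whose names start with L4 were at 3798 CPM, with 47.6% of the counts from 1 cell. The 8 whose names start with L5 were at 0.831 CPM (22 counts, 72.7% from 1 cell, and 0.334 CPM without it). Intact cells named L4 were at 1.75 CPM (0.213 CPM without intact cell 7). Those named L5 were at 0 CPM, with a floor of 0.172 CPM. Atf3 was at 1568 CPM in injured cells named L4 and 79.1 CPM in those named L5, against 52.75 and 93.6 CPM in intact cells. All pooled values of injured cells at 1 month combine both names.

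**Figure D4:**
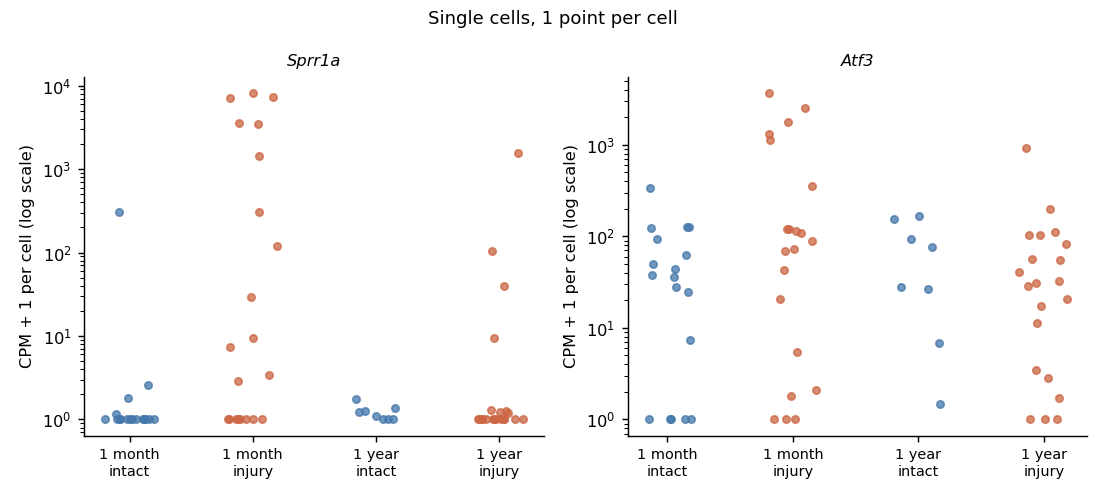
Sprr1a and Atf3 in 68 single cells with counts (CPM + 1 per cell, log axis) by age and condition; each point is 1 cell, blue intact and orange injured. Sprr1a reaches 8059 CPM in injured and 304 CPM in intact cells at 1 month, and 1554 CPM in injured and 0.773 CPM in intact cells at 1 year.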

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

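The test of Tspan8 against the share of the dominant feature was chosen only after the result was seen; the test of glial RNA in cell 8 was written down before its result. The single cells of the 1-year intact group were compared with each other by the gap of the highest or lowest cell to the next, in 22 checks over 8 cells, with a 95% critical value of 0.526. Chance alone marks about 1 in 20 such checks, and 6 of the 22 were marked.

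Cell 8 of the 1-year intact group differed from the other 7 in several measures. Mitochondrial genes took 43.3% of its counts outside the dominant feature, against 6.27% in the next cell. Tubb3, a neuronal gene, was at 78.8 CPM against 3389 CPM in the next lowest cell. Apoe, a satellite glia gene, was at 6444 CPM against 1865 CPM in the next highest. If glial RNA were the source, the other listed glial genes would be highest in this cell, and 10 of the 16 detected were, among them Mbp (2163 against 174.6 CPM), Sparc (762.5 against 107.6 CPM) and Prx (523.7 against 85.7 CPM). The other 6 were not highest there. Of 9 other general neuronal genes, 7 were lowest in cell 8. RNA of glial cells is therefore a candidate source. Depth argues against a simple shortage of reads, since the cell held 6256975 counts outside the dominant feature. Whether the cell was a mixed pick, a glial cell or a damaged neuron stays open, and no biological explanation was tested because the labels give none for single cells.

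Cell 6 of the same group had the highest share of counts on the dominant feature, 61.98%, where the other cells had 43.8% to 50.2%. Cell 2 had the highest Sprr1a level, 0.773 CPM against 0.362 CPM in the next, which rests on 3 counts. Neither was tested further. No biological explanation was tested for either.

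Tspan8 had a different injury effect at 8 than at 1 month by the interaction test (6.77 on the log2 scale, edgeR adjusted p 0.0323). It was lower in all 3 injured than in all 3 intact libraries at 1 month and higher in all 3 at 8 months. The share of the dominant feature differed between conditions more at 8 than at 1 month and could contribute. With that share as a covariate the interaction was 6.40 and its adjusted p 0.112, within a range of 1.288e-19 to 0.472 over alternatives, so the size stayed and the call did not. The share was highest in intact libraries of 12 months (79.6%, against 67% at 8 months), where Tspan8 was at 56.3 ± 17.6 CPM in intact and 28 ± 10.8 CPM in injured libraries, much as at 1 month. This argues against the share as the whole cause. Low depth is not an evident reason for the 0.768 CPM in intact libraries at 8 months, where 4178490 counts outside the dominant feature remained on average. As many calls came from 9 of 100 regroupings, so chance cannot be excluded. Age, or a difference in genetic background between the age groups, also stays open as the source of the interaction.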

How the results depend on the processing

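Removal of the dominant feature, its share as a covariate, sample quality weights, the full single-cell denominator and leaving out the cell with most counts of a gene or the cells with over 20% mitochondrial counts were chosen after seeing the data, as were the tests that use them. Named genes kept direction and side of the threshold in 790 comparisons with an alternative other than leaving out a library. In the others 160 lost and 19 gained a call, 74 values without a test moved and 17 reversed. Without 1 library, 1470 gene comparisons stayed the same, 214 lost and 8 gained a call. For counts, list tests and single-cell summaries the numbers were 103 the same and 84 moved with 1 stronger and 1 weaker, and, without 1 library, 306 the same and 102 moved with 5 stronger and 1 weaker. Where no reason is given, the cause was not tested. All 23 injury genes tested were higher in each setting run, with 11 to 23 of them called. Removing the dominant feature gave 866 calls for the averaged effect and the filter of 5 CPM gave 622, and no count of calls moved by more than 1.5 times under either. The latter filter left the immune list without tested genes, so it has no value there.

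RLE scaling moved 1 count of calls of a contrast by more than 1.5 times, that of the joint interaction, from 0 to 1. ERCC scaling called 13493 genes for the averaged effect, 50 at 1 month, 631 at 8 months and 13675 at 12 months. In intact neurons it called 372 between 8 and 1 month and 12776 between 12 and 1 month. In injured neurons it called 5 and 3 for those ages, and 60, 42 and 9 for the joint, 12-month and 8-month interactions. It shifted the median of all genes by 2.90 (averaged), 1.30 (1 month), 2.03 (8 months) and 5.36 (12 months) for injury. In intact neurons the shift was -2.12 (8 against 1), -4.31 (12 against 1) and -2.17 (12 against 8 months), in injured neurons -1.41, -0.28 and 1.12, and for the 12-month and 8-month interactions 4.05 and 0.71. The share of calls that were higher went from 82.7% to 100% (averaged), from 95.6% to 100% (8 months) and from 73.2% to 100% (12 months). Over the age contrasts in the order above it went from 35.9% to 0.3%, from 54.3% to 0%, from 41.4% to 2.8%, from 68.8% to 20%, from 75% to 33.3% and from 55.6% to 83.3%. Reversed under ERCC scaling were Rph3a (1.54), Eci1 (1.498), Dbndd1 (1.76), Patj (1.95) and Ndufa2 (1.99) in the averaged effect, Lars2 (1.29), Mir6236 (1.36) and Rn7s2 (1.05) at 12 months, and Rn7s2 (-0.053), Svip (-3.14) and Eno1b (-2.36) between 12 and 1 month in intact neurons. The spike-in share itself differs between conditions, which the construction of this scaling turns into a shift of all genes.

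DESeq2 called more genes throughout: 1548 (averaged), 123, 533 and 1231 (1, 8 and 12 months), 842, 268 and 2247 (intact, 8 against 1, 12 against 1 and 12 against 8 months), 119, 55 and 57 (injured, same order), and 207, 33 and 45 (joint, 12-month and 8-month interactions). Its share of higher calls was 69.3% for the averaged effect and 59.4% at 12 months. limma-voom called 61 at 1 month, 399 and 21 in intact neurons (8 against 1 and 12 against 1), 55, 33 and 18 in injured neurons, and 0 for the 8-month interaction, and shifted the median of all genes by 0.13 for the averaged effect. With quality weights it called 87 at 1 month, 3 at 8 months, 39, 13 and 0 in intact neurons, 432, 980 and 505 in injured neurons, and 6 and 2 for the joint and 12-month interactions. Without a filter, which tests more genes, there were 1722 calls (averaged), 276, 661 and 937 (single ages), 841, 298 and 1734 (intact), 234, 85 and 103 (injured), and 385, 121 and 122 (interactions). Fits of only the libraries compared, which have fewer residual degrees of freedom, gave 50, 4 and 52 at single ages, 6, 0 and 0 in intact neurons, and 596 (12 against 1 month) and 2 (12 against 8 months) in injured neurons. The covariate gave 233 (averaged), 16, 9 and 139 (single ages), 45, 7 and 1436 (intact) and 0 for the 8-month interaction, and reversed Lars2 (1.59) and Mir6236 (1.31) at 12 months.

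With a replicate block the calls were 329 (averaged), 5, 29 and 58 (single ages) and 1 (joint interaction). The numbers were taken to pair the libraries at 1 month. With the block Npy was not called at that age (log2 change 10.63, adjusted p 0.0585). The other genes named there, Sprr1a and Nts, were. At 8 and 12 months the names have the same form. The correlations of same-numbered libraries were -0.426, -0.373 and 0.158 at 8 months and -0.081, -0.076 and 0.066 at 12 months. Such values do not exclude pairing. If the libraries are paired at all ages, the counts with the block, 329, 5, 29 and 58, are the ones to use. The planned use of the first run alone was not run, because the deposited table merges the runs of a name.

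Without 1 library in turn the calls ranged from 561 to 1462 (averaged), 6 to 47 (1 month), 27 to 236 (8 months) and 74 to 1036 (12 months). They ranged from 37 to 407, 15 to 214 and 386 to 2110 in intact neurons, from 17 to 39, 8 to 21 and 5 to 12 in injured neurons, and from 0 to 20, 0 to 51 and 0 to 10 for the joint, 12-month and 8-month interactions. For the averaged effect 3 libraries moved the count by more than 1.5 times: injured replicate 1 at 1 month (578) and injured replicate 2 (561) and intact replicate 2 (1462) at 12 months. At 1 month the count was 6, 10 and 9 without intact replicates 1, 2 and 3 of that age, and 8, 19 and 16 without its injured replicates. It was 20 and 19 without injured replicates 2 and 3 at 8 months, and 20, 15 and 17 without the injured replicates at 12 months. At 8 months it was 84 and 56 without intact replicates 1 and 2, and 236, 27 and 42 without the injured replicates of that age. It was 81, 87 and 75 without the injured replicates at 1 month, and 83, 77 and 78 without those at 12 months. At 12 months it was 1036 and 280 without intact replicates 2 and 3, and 96, 74 and 135 without the injured replicates of that age. It was 260, 254 and 238 without the injured replicates at 1 month, and 278 and 260 without injured replicates 2 and 3 at 8 months.

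Between 8 and 1 month in intact neurons the count was 60, 37 and 71 without the intact replicates at 1 month, and 65, 71 and 61 without the injured replicates at 1 month. It was 212 and 74 without injured replicates 1 and 3 at 8 months, 407 without intact replicate 2 at 12 months, and 55, 66 and 53 without the injured replicates at 12 months. Between 12 and 1 month it was 15, 19 and 17 without the intact and 19, 21 and 21 without the injured replicates at 1 month, 20, 19 and 20 without the injured replicates at 8 months, 214 and 101 without intact replicates 1 and 2 at 12 months, and 20, 20 and 19 without the injured replicates at 12 months. Between 12 and 8 months it was 386 without intact replicate 2 at 8 months and 2110 without intact replicate 2 at 12 months. In injured neurons the count between 8 and 1 month was 17 without each of the injured replicates at 1 month, and 20 and 19 without injured replicates 1 and 3 at 8 months. Between 12 and 1 month it was 8, 9 and 10 without the injured replicates at 1 month and 10 without injured replicate 3 at 12 months, and between 12 and 8 months 5 without injured replicate 2 or 3 at 8 months. The joint interaction had 3 calls without intact replicate 3 at 1 month, 1, 2 and 4 without the intact replicates and 5 without injured replicate 1 at 8 months, and 20, 9 and 1 without the intact replicates at 12 months. The 12-month interaction had 1 call without intact replicate 3 at 1 month and 51, 4 and 4 without the intact replicates at 12 months. The 8-month interaction had 2 calls without intact replicate 3 at 1 month or intact replicate 2 at 8 months, 5 and 10 without intact replicate 3 and injured replicate 1 at 8 months, and 0 without 12 of the other libraries.

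The list tests gave 1.71e-05 for DNA methylation genes with fry and 0.526 for satellite glia with an estimated correlation. Without 1 library the camera adjusted p was 4.36e-36 to 8.45e-27 for injury genes, 0.023 to 0.172 for DNA methylation genes, 0.000535 to 0.108 for satellite glia, 0.0588 to 0.796 for Schwann cells, 0.0373 to 0.445 for immune cells, 0.467 to 0.796 for neuronal genes, 0.193 to 0.925 for NF, 0.0313 to 0.543 for NP, 0.499 to 0.994 for PEP and 0.286 to 0.821 for TH. It crossed 0.05 for satellite glia without intact replicate 1 at 12 months (0.108), for DNA methylation genes without intact replicate 1 at 8 months (0.0373) or intact replicate 2 at 12 months (0.023), for NP without intact replicate 1 at 8 months (0.0313), and for immune cells without injured replicate 3 at 1 month (0.0446) or intact replicate 2 at 12 months (0.0373). In single cells, the mean over cells gave an injury list median of 1.68 at 1 month and 0.50 at 1 year and a same-sign share of 51.5% at 1 year, and reversed Pvalb (1.58) and S1pr3 (0.53) at 1 month. Leaving out the intact cell with most counts of the gene reversed Pvalb (0.42) and Kcnc1 (0.039) at 1 year. The cell filter gave 1.79 at 1 month, leaving out cells rich in mitochondrial counts 1.794 and 0.403, and the full denominator 1.63 and 0.31.

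Depth limits the low-input values where few counts were left outside the dominant feature, 770328 in intact replicate 2 at 12 months. In simulated data with 200 genes changed at 12 months only, the 12-month interaction called 48 of them and the joint test 41, where edgeR called 0 in both for the real libraries.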

Other observations

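The tests in this part were chosen only after the results they address were seen, except that leaving out single libraries was planned.

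The libraries were regrouped to see whether chance could give results as large. The regroupings did not keep same-numbered libraries paired. For the averaged injury effect, 1 of 100 regroupings within ages, the real one, gave as many calls and the next had 290. Chance can be excluded there for unpaired libraries. The same holds for the injury list (1 of 100). For DNA methylation genes 3 of 100 gave as small a camera p, before adjustment over 10 lists. With an adjusted p of 0.154, or 0.264 with an estimated correlation, chance is not excluded for that list. By the camera p chance cannot be excluded for satellite glia (22 of 100), immune cells (34), neuronal genes (19), NF (67), NP (53), PEP (99), Schwann cells (50) and TH (38). The same applies to the joint interaction (16 of 100 regroupings with as many genes at an unadjusted p below 0.05), the 12-month interaction (45) and the single 8-month interaction call (9). Contrasts of 3 against 3 libraries have 10 splits, too few for the splits to exclude chance. The real split alone gave the most calls (1 of 10) for the injury effect at 1, 8 and 12 months, for both intact contrasts with 1 month and for all 3 contrasts in injured neurons. The other splits gave 0 calls at 1 and 12 months and up to 100 at 8 months. At 1 month, where replicate numbers were taken to pair libraries, the other splits that part all 3 pairs also gave 0. For 12 against 8 months in intact neurons 2 of 10 splits were as large, and the other split gave 1307 calls.

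More genes were called higher than lower in the averaged injury effect, and injured libraries had less of the dominant feature. With that share as a covariate 51.1% of the called genes were higher, against 82.7% without it, so the excess of higher genes may follow the share. The share is confounded with condition, and the covariate also removed calls, so the share and an effect of the injury cannot be told apart for this excess. The share is not the whole reason for the rise of the injury genes: their median was 3.66 with the covariate and 3.53 without it, and all 23 stayed higher, although 11 in place of 21 were called. What raises the share in intact libraries was not tested, and a lower RNA content of intact neurons or poorer lysis are open.

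The second intact replicate at 12 months has few counts outside the dominant feature, and a library of low complexity might create the 951 calls between 12 and 8 months in intact neurons. Without it 2110 genes were called, 874 of the 951 among them, so it did not create most of the calls. The fit of only the 6 libraries called 0. In that replicate Lars2 and Mir6236 were at 438900 and 4956 CPM, far above the others of its group. These values are raised by its TMM factor of 0.0444. Differences of age and sex between these groups stay open and were not tested.

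No Y-linked count was seen in the 6 low-input libraries of 12 months, while all 12 of 1 and 8 months had them. If the animals differed in sex between ages, the cells would show it too. Of 39 cells at 1 month 31 had a Y-linked count and 0 had Xist, and of 30 cells at 1 year 1 had a single Y-linked count and 16 had Xist. These values suggest that the animals of 1 and 8 months were male and those of 12 months and 1 year female. Age contrasts with 12 months therefore cannot separate age from sex. The labels state no sex.

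Of the genes called between 8 and 1 month in injured neurons, 27 of 32 were also called in intact neurons, mostly pseudogenes. A different genetic background of the age groups, with strain variants against the reference deciding where reads align, is a candidate explanation for these 27 and was not decided. The 12-month mean lay between those of 1 and 8 months for 25 of the 27, but genes chosen for their difference between these ages tend to have the mean of another group between. Thus background cannot be told apart from age by this count. Reads shared with a parent gene or another pseudogene may add to it, as 76.7% of the calls in injured neurons with a gene type were not protein coding, against 7.10% of genes tested. Age alone would leave 1-month cells at the levels of the 1-month low-input libraries. For the 19 genes higher at 8 months the cells were above them by a median of 1.76 on the log2 scale. Library type as such gave no such shift, since 1-year cells were at -0.26 relative to the 12-month libraries for the same genes. These values speak against age alone, but the genes were chosen on the 1-month low-input libraries, so age alone cannot be told apart. The labels name 1 cross for all samples, and no sequence was read here.

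The satellite glia list was higher in injured libraries. RNA of other cell types in general would raise satellite glia and Schwann cell genes alike. The mean log2 level of the satellite genes was 5.04 ± 1.31 in injured and 3.35 ± 1.06 in intact libraries, a difference of 1.69 (exact permutation p = 0.006, adjusted p = 0.009). The regroupings by camera p did not exclude chance for this list, so both measures differ on it. The mean of the Schwann genes was 2.58 ± 0.42 and 2.95 ± 1.45 (exact permutation p = 0.538, adjusted p = 0.538), and the difference of both lists per library was 2.46 ± 1.24 and 0.40 ± 1.41 (n = 9 each, exact permutation p = 0.0015, adjusted p = 0.0045). A general gain of other cells does not account for this. RNA from satellite cells in particular, or expression of these genes in injured neurons, stays open. With the share of the dominant feature as a covariate both lists were higher (medians 3.82 and 1.67), which weakens this argument. The most abundant satellite gene, Apoe, was at 740.8 ± 679 CPM in injured and 196.5 ± 237 CPM in intact libraries, and all 10 genes of the list passed the expression filter in these neuron libraries. In cells the list moved down at 1 month (-1.84) and up at 1 year (1.41), and the Schwann list up at 1 year (1.19). At 1 year 4 injured cells (18, 19, 20 and 21) and intact cell 8 had over 20% mitochondrial counts and held 54.9% and 49.2% of the Apoe counts of their groups. Injured cells 19, 18 and 21 were at 46770, 37680 and 13100 CPM of Apoe and 125.4, 393.5 and 408.4 CPM of Tubb3. Injured cell 20 was at 4476 CPM of Apoe and 1187 CPM of Tubb3. Injured cell 17, with 1.18% mitochondrial counts, was at 27210 CPM of Apoe and 5392 CPM of Tubb3. High Apoe was thus also seen in a cell without low Tubb3. Without the cells over 20% the 1-year medians were 0.78 for satellite glia and -0.21 for Schwann cells, and the 1-month ones -2.37 and -0.85.

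Sprr1a was seen in 8 of 22 injured cells at 1 year (36.4%), against 13 of 21 at 1 month (61.9%). In the 1-year cells 58.6% of its counts came from 1 injured cell, at 1554 CPM. At 1 year 5 of 8 intact cells (62.5%) also held a count, at up to 0.773 CPM. Lower depth is not the reason, since at an equal depth 2 of 18 (11.1%) held it, against 9 of 18 at 1 month, and the 1-year cells were deeper before thinning (median 8059514 against 4474693 endogenous counts). Mislabelled cells, or neurons spared by the injury, could give the same values. The 12-month injured low-input libraries were at 785.7 ± 262 CPM of Sprr1a (n = 3), so a weak response of old neurons as a group was not seen there, but the labels do not state which neurons were axotomised, so these explanations cannot be told apart. The 1-month injured low-input libraries were at 377.1 CPM. A role of age in the single cells stays open.

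Among 1-month injured cells, Sprr1a was at 1425 to 8059 CPM in 6 of the 13 whose names start with L4 and at 0 to 303.3 CPM in the other 7. It was at 0 to 2.40 CPM in the 8 whose names start with L5. The reading of these names as ganglion levels is not given by the labels. Lower depth of the cells named L5 is not the reason: at equal depth 1 of 7 of them held a count, against 9 of 11 named L4. These values by name do not add up to the 9 of 18 given above for the whole group at that depth. Counts of cells after random thinning are therefore not exact. Atf3, another gene of the injury list, split in the same way. Injured cells named L4 were at 1568 CPM (969.5 CPM without 1 cell) and intact ones at 52.75 CPM. Injured cells named L5 were at 79.1 CPM, under the 93.6 CPM of intact ones. Mislabelled cells or neurons spared by the injury could also give the 0.831 CPM of Sprr1a in the cells named L5. A level above that of intact cells is not excluded, since intact cells named L5 had 0 counts and those named L4 were at 1.75 CPM with and 0.213 CPM without 1 cell. The injured cells named L5 were at 0.334 CPM without 1 cell. As no label tells which neurons were injured, this cannot be told apart from a difference between ganglia, which was not tested.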
